A study of Mus musculus with 2 samples. Its data were reported in "TRPS1 maintains luminal progenitors in the mammary gland by repressing SRF/MRTF activity" (2024).

How the data were processed

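Organoids were prepared from mammary glands of mice with a doxycycline-inducible shRNA against Trps1, as the sample labels state. A legend of the study describes wild-type mice for this experiment instead, while its main text and additional methods name shTrps1 mice, as the labels do. The labels were followed, and if the legend held, the groups would differ in doxycycline alone. The organoids were treated with doxycycline at 0.1 µg/ml (DOX) or with ethanol (EtOH) for 7 days, and 7600 nuclei of each group were loaded with the aim of recovering 5000. In each group 1 library was made, and the cells of several mice had been mixed before loading, so that no mouse could be followed. The groups were taken from the sample labels. No paired analysis was possible because each group has 1 library.

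For each library the authors deposited a matrix of counts, which are whole-number transposition events per peak and cell barcode, with the list of peaks and the list of barcodes. Per the file headers, these counts were made by Cell Ranger ATAC 2.0.0, which aligned the reads, called the cells and called the peaks in each library alone. No normalization had been applied to the deposited counts. The genome build was not stated for this assay. It was taken as GRCm38 after checking that 0 peaks ended beyond a GRCm38 chromosome and that 69.5% of 21938 protein-coding genes of GENCODE M21 had a TSS inside a merged region. Only 13.8% of the nonzero values in DOX and 14.3% in EtOH were odd, since both ends of a fragment tend to fall in the same peak. The 2 ends of a fragment are not independent, so all counting intervals for regions and promoters were computed from the counts divided by 2, a choice made after the values were seen. The peak lists hold coordinates and no score. A region without a peak in a library has no deposited count there, which was not taken as a count of 0.

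Peaks on unplaced scaffolds (69 in DOX and 61 in EtOH, with 0.135% and 0.146% of the counts) were left out. All deposited cells were kept in the main comparisons. Peaks of both libraries were merged with bedtools 2.31.1 where they overlapped by at least 1 bp, and a merged region with a peak of both libraries was called shared. Shared regions held 94.5% of the DOX and 94.7% of the EtOH counts. Counts were summed over the cells of a library and scaled to CPM, in which the counts of a library in shared regions have the same fixed total. Ratios are given as log2 of DOX over EtOH, with an exact conditional binomial 95% interval. CPM carry exact Poisson intervals and shares carry Clopper-Pearson intervals. Regions were called apart at a 2-fold ratio and a minimum of 100 counts over both libraries. This call was set beside 20 simulated pairs of libraries with equal proportions and was tested on simulated data. Planted 3-fold and 4-fold changes in 200 regions each were all called at least 2-fold apart (100%), and 1.5% of 200 regions with a 1.5-fold change were. For the comparison of motif regions, a planted shift of 0.2 was returned as 0.20. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9.

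A promoter was the sum of shared regions within 1 kb of any annotated TSS of a gene. The genes named are those the study discusses, with Col1a1 because the shRNA cassette sits in that locus, 27 in all. The regions named are the 5 highest and the 5 lowest ratios among shared regions with at least 200 counts. Of the 5 gene lists compared, the luminal progenitor, luminal mature and actin-related TRPS1 target lists were those of the study, made from other libraries, and the SRF/MRTF and YAP target lists were written by hand. The annotation matched 200 of 207, 305 of 318, 83 of 83, 20 of 20 and 20 of 20 genes in this order. Each list was set beside 10000 random lists of the same size matched on mean promoter counts in 10 bins.

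For 13 motifs, IUPAC strings were searched on both strands in the central 300 bp of each shared region, because position weight matrices were not used here. These were GATA, ETS, SOX, PGR, p63, SRF, TEAD, CTCF, AP-1, NFI, STAT, RUNX and FOX. The value of a motif is the median log2 ratio of its regions minus the median of 10000 random lists of regions without it, matched on GC content in 10 bins, mean count in 10 bins and width in 3 bins. Per-cell deviations are the observed minus the expected counts in motif regions over the expected counts, less the mean of 50 background sets matched on GC content and mean count.

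For clustering, counts of shared regions were transformed by TF-IDF and a singular value decomposition (LSI), and components 2 to 30 were used in a graph of 15 neighbours that was partitioned by the Leiden algorithm at a resolution of 0.5 (igraph 0.11.9, leidenalg 0.10.2, seed 1). Marker lists for luminal progenitor, hormone-sensing luminal, basal, fibroblast, immune and endothelial cells were fixed, and gene accessibility was summed over the gene body and 2 kb upstream. A cluster was named after a list if the median log2 fold of its markers against all other cells was at least 0.3. This median also had to lead the next list by at least 0.2. At least 3 markers with counts had to be above 0.3, and no other list could have more genes among the 10 genes of highest fold. A cluster with a median depth under 1/3 of the library's and none of the list's markers among these genes stayed unnamed. These thresholds were set after the data were seen, and the clusters they left unnamed held 50.4% of DOX and 1.58% of EtOH cells, or 46.7% and 45.4% with each library clustered on its own. Doublets were scored by simulated doublets among 30 neighbours and kept in the main comparisons.

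The comparisons, the gene and motif lists, the marker lists and 37 alternatives were chosen before the data were examined. The alternatives covered the overlap that counts as shared, scaling, count minimum, binarised counts, cells between the 5th and 95th percentile of depth, removal of the 5% of cells with the highest doublet score, gene bodies in place of promoters, all merged regions in place of shared ones, motif window, distance to a TSS, matching, equal numbers of cells per cluster with at least 50 cells in both libraries, background correction, resolution, components, clustering on motif deviations, and thinning of each cell to 20000 counts, which left out 344 DOX and 351 EtOH cells. Another 5 alternatives were added after the data were seen. They repeat the comparisons of regions, promoters, gene lists and motifs over the cells outside the immune-like clusters, and the cell shares with each library clustered on its own. Marker lists for macrophages, neutrophils, T cells, B cells and mast cells and the ETS strings GAGGAAGT and CCGGAAGT were also added after the immune-like clusters were seen.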

Results

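Single-cell ATAC-seq, which counts transposase insertions in the open chromatin of single nuclei, was carried out on mammary gland organoids from mice that carry an inducible shRNA against Trps1, the gene of a repressor of the GATA family. The organoids were kept for 7 days with 0.1 µg/ml doxycycline, which induces the shRNA (DOX), or with its solvent, ethanol (EtOH). Each group had 1 library, so no comparison was tested against replicates. All intervals are 95% intervals and cover counting error only. The comparison addressed which chromatin regions opened or closed early after induction of the shRNA, and how the cells of the organoids were distributed. Doxycycline was given to the same organoids in which the shRNA was induced, so every difference between the libraries holds both.

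The DOX library held 3071 cells with 224762118 counts in 223161 peaks, and the EtOH library held 3104 cells with 211963715 counts in 229746 peaks. The median depth was 75296 counts per cell in DOX, with a 5th to 95th percentile of 10824.5 to 139458. In EtOH the median was 66789.5 counts per cell, with a 5th to 95th percentile of 11683.6 to 136693.

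The target of the shRNA was examined first. The regions within 1 kb of the transcription start sites (TSS) of Trps1 (GRCm38, chromosome 15, 50654752 to 50890463, minus strand) took 40.4 CPM (counts scaled to a fixed total in shared regions) in DOX (39.2 to 41.7) and 25.3 CPM in EtOH (24.3 to 26.3). The log2 ratio of DOX over EtOH was 0.68 (0.60 to 0.75). The shRNA acts on RNA, so this value does not measure the knockdown. The ratio was 0.35 (0.26 to 0.44) over the cells outside the immune-like clusters described further on.

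Peaks had been called in each library separately. Of the 223092 DOX peaks on assembled chromosomes, 46831 (20.99%, 20.8 to 21.2%, Clopper-Pearson) overlapped no EtOH peak. Of the 229685 EtOH peaks, 53523 (23.3%, 23.1 to 23.5%) overlapped no DOX peak. The peaks covered 191 Mb in DOX and 197 Mb in EtOH. A peak without a counterpart held a median of 180 counts in DOX and 154 in EtOH, against 512 and 496 counts for peaks with one. Counting only peaks with at least 100 counts moved these numbers most, to 42851 for DOX and 46907 for EtOH.

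Cells of both libraries were clustered together on the regions they shared, which gave 13 clusters. The fixed marker lists named 3 clusters immune-like, 3 hormone-sensing luminal-like, 1 basal-like, 1 luminal progenitor-like and 1 fibroblast-like. The immune-like clusters held 1273 of the 3071 DOX cells (41.5%, 39.7 to 43.2%) and 278 of the 3104 EtOH cells (8.96%, 7.97 to 10.0%). Thinning every cell to the same depth moved the DOX share most, to 43.7%. The DOX cells among them fell into clusters of 441, 448 and 384 cells, and the EtOH cells into the same clusters with 166, 32 and 80 cells. The hormone-sensing luminal-like clusters held 106 DOX cells (3.45%, 2.83 to 4.16%) and 1017 EtOH cells (32.8%, 31.1 to 34.4%). Of these DOX cells 103 were in a cluster with 482 EtOH cells, while the other clusters of this class held 348 and 187 EtOH cells with 1 and 2 DOX cells. Their DOX share depended on the clustering and reached 10.7% at a resolution of 1, where it was still lower than the EtOH share of 28.5%. The basal-like cluster held 79 DOX cells (2.57%, 2.04 to 3.20%) and 122 EtOH cells (3.93%, 3.27 to 4.67%). This order was not kept at a resolution of 1, at which the basal-like share was 9.28% in DOX and 4.28% in EtOH. The fibroblast-like cluster held 4 DOX cells (0.130%) and 10 EtOH cells (0.322%). No cluster was named endothelial-like in this clustering. In EtOH 19 of 2949 cells (0.644%) were once the cells of highest doublet score were left out, and 5 of 3104 (0.161%) with each library clustered on its own.

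The remaining clusters were each held almost entirely by 1 library, apart from a small cluster of low depth. The luminal progenitor-like cluster held 1628 EtOH cells (52.4%, 50.7 to 54.2%) and 60 DOX cells (1.95%, 1.49 to 2.51%). The EtOH share depended on the clustering and was 34.1% at a resolution of 1 (1.07% in DOX) and 13.2% with each library clustered on its own (2.77% in DOX). The largest DOX cluster held 1335 DOX cells (43.5%, 41.7 to 45.2%) and 20 EtOH cells (0.644%, 0.394 to 0.993%). It stayed unnamed, because its hormone-sensing luminal markers (median log2 fold of 0.36 against all other cells) led its basal markers (0.32) by too little, while its luminal progenitor markers had a median of 0.16. These other cells include the immune-like ones, in which the medians of all these lists were negative, which raises the folds of epithelial lists. Another unnamed cluster held 155 DOX cells and 1 EtOH cell, with hormone-sensing luminal markers at 0.41 and basal markers at 0.26. The low-depth cluster held 59 DOX and 25 EtOH cells with a median of 11027 counts, and 3 EtOH cells formed the last cluster. The unnamed clusters together held 50.4% of DOX and 1.58% of EtOH cells, against 37.3% and 23.9% at a resolution of 1. With 1 library per group, a cluster held by 1 library may stand for that library and not for a cell type. Shares of luminal progenitor-like cells were therefore not compared as those of 1 cell type, and the hormone-sensing luminal-like shares carry the same limit. The gene with the highest accessibility fold, looked up after the clusters had been formed, was Cd84, Clec4d or Scimp in the immune-like clusters, Rgs7, Twist2 or Tnn in the hormone-sensing luminal-like clusters, Cpxm2 in the basal-like, Rgr in the luminal progenitor-like and Gria1 in the fibroblast-like cluster. In the unnamed clusters it was Dpysl4 for the largest, Cym for the cluster of 155 DOX cells, Il1rapl1 at low depth and Muc6 in the smallest.

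**Figure D1:**
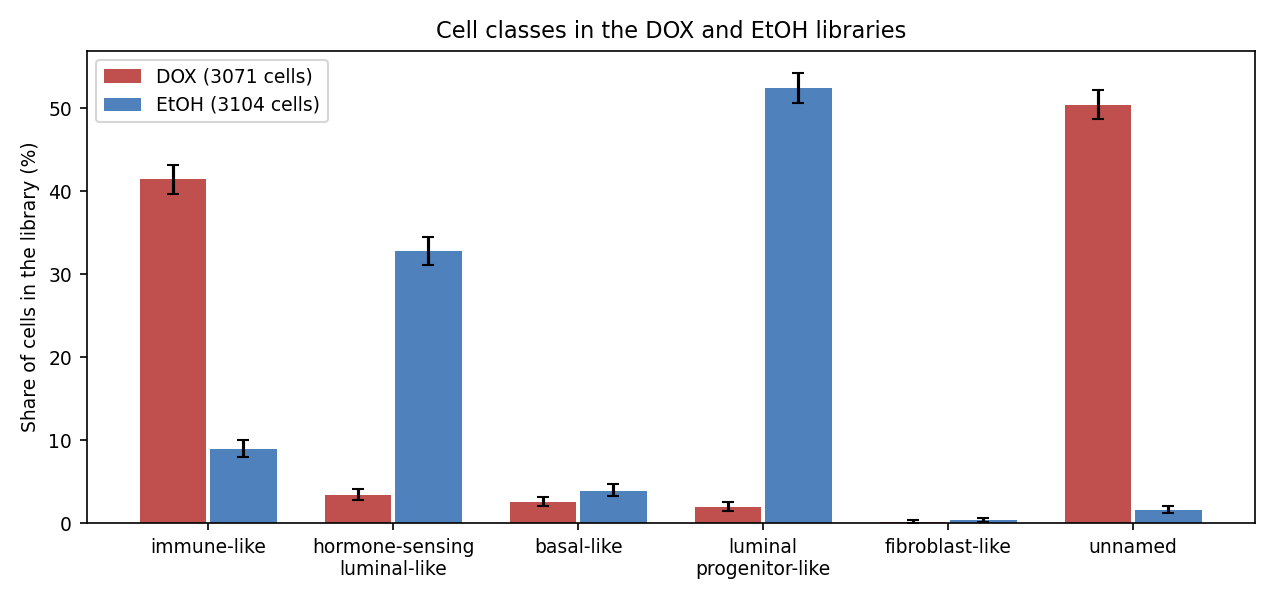
Share of the cells of each library (%) in each named class, for DOX (red, 3071 cells) and EtOH (blue, 3104 cells), with 95% Clopper-Pearson intervals that cover counting error only. Immune-like cells made up 41.5% of DOX and 8.96% of EtOH, and the unnamed clusters 50.4% and 1.58% in this clustering, against 46.7% and 45.4% with each library clustered on its own.

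In the immune-like clusters, 5 of the 6 fixed immune markers were more accessible than in all other cells. The log2 fold was 3.48 for Tyrobp, 2.92 for Ptprc, 2.92 for Csf1r, 1.93 for Lyz2 and 1.68 for Spi1, while it was -0.46 for the T cell marker Cd3e. The same markers gave a median log2 fold of 2.33 in DOX cells alone and 2.47 in EtOH cells alone. The 8 fixed luminal progenitor markers had a median log2 fold of -0.91 in these clusters, with Csn3 at -2.56, Kit at -1.65 and Elf5 at -0.95, although Cd14 (1.00), Ltf (0.98) and Trf (0.96) were higher.

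The peaks merged into 275294 regions, of which 174940 (63.5%) held a peak of both libraries. Among the 174772 shared regions with at least 100 counts, 22701 were at least 2-fold higher and 23368 at least 2-fold lower in DOX. Together these 46069 regions were 26.4% of the regions compared, and 49.3% of them were higher in DOX. In 20 simulated pairs of equal libraries, counting error alone gave a mean of 5.45 regions higher and 4.65 lower. The median log2 ratio over all shared regions was -0.13, and setting it to 0 raised the higher regions to 25288 and lowered the lower regions to 18382. Regions within 1 kb of a TSS had a median of 0.065, and 12.5% of these 26831 regions were at least 2-fold apart. The other 147941 regions had a median of -0.18, and 28.9% of them were at least 2-fold apart. Leaving out the cells of the immune-like clusters, an alternative chosen after the data were seen, moved these counts most, to 9059 higher and 14234 lower among 168620 regions.

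The 5 highest and the 5 lowest ratios among shared regions with at least 200 counts are named here by the gene with the nearest TSS. The highest was in an intron of Lypd6b (chromosome 2, 49832171 to 49833056), with 384 counts in DOX and 18 in EtOH and a log2 ratio of 4.33 (3.38 to 5.48). The other 4 were intergenic and lay nearest Grpr (chromosome X, 163296937 to 163297838, 4.33), Chrm3 (chromosome 13, 10526368 to 10527280, 3.98), Cyp4a29 (chromosome 4, 115229736 to 115230670, 3.90) and Akap7 (chromosome 10, 25151113 to 25151986, 3.81). Immune-like cells supplied 68.8% of the DOX counts in the region nearest Grpr and 87.4% in the region nearest Akap7, against 4.95%, 1.05% and 0.937% in the regions of Lypd6b, Chrm3 and Cyp4a29. The lowest ratio was in an intergenic region nearest Car8 (chromosome 4, 8374529 to 8375434), with 185 counts in DOX and 2371 in EtOH and a log2 ratio of -3.76 (-4.09 to -3.46). It was followed by intergenic regions nearest Tnp1 (chromosome 1, 73156447 to 73157346, -3.73), Mef2c (chromosome 13, 82848746 to 82849611, -3.65) and B3galnt1 (chromosome 3, 69649570 to 69650467, -3.64), and by a region over an exon of Il31ra (chromosome 13, 112547403 to 112548322, -3.67). All 10 ratios kept their sign over the cells outside the immune-like clusters, between 2.33 (nearest Akap7) and 4.87 (Lypd6b) for the higher regions and between -3.31 (nearest B3galnt1) and -3.14 (nearest Tnp1) for the lower ones.

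To ask which transcription factor sites changed, shared regions with a motif in their central 300 bp were compared with matched regions without it. The difference in median log2 ratio was 0.18 for GATA (60278 regions) and 0.30 for ETS (25386 regions), while 95% of the random lists lay between -0.0080 and 0.0075 for GATA and between -0.011 and 0.011 for ETS. It was -0.098 for SOX (44315 regions, random lists -0.0089 to 0.0080) and -0.19 for PGR (506 regions, random lists -0.079 to 0.078). For p63 (145 regions) it was -0.13, inside the range of the random lists (-0.15 to 0.15). Among the other motifs the difference was -0.32 for FOX, -0.18 for AP-1, -0.14 for TEAD, 0.12 for CTCF, 0.12 for RUNX and -0.028 for STAT, each outside its random range. It was -0.016 for NFI and 0.0067 for SRF, both inside their ranges.

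Restricting the motif comparison to the cells outside the immune-like clusters changed the sign of several of these differences. ETS moved to -0.0079 (random lists -0.0062 to 0.0065), SOX to 0.020 (-0.0047 to 0.0053), TEAD to 0.094 and STAT to 0.0035, the last inside its random range. GATA stayed at 0.17, PGR at -0.16, AP-1 at -0.13, FOX at -0.23 and RUNX at 0.10, and CTCF was at 0.022. SRF moved to 0.022 (random lists -0.020 to 0.020) and NFI to 0.073 (-0.080 to 0.071), both just above their ranges. For p63 the difference was 0.0039 (-0.10 to 0.093), inside its range. Between the immune-like cells of the 2 libraries the difference was 0.021 for GATA, -0.011 for ETS and -0.014 for SOX. Taking equal numbers of cells from each of the 5 clusters with at least 50 cells of both libraries gave 0.087 for GATA, 0.032 for ETS and -0.027 for SOX.

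**Figure D2:**
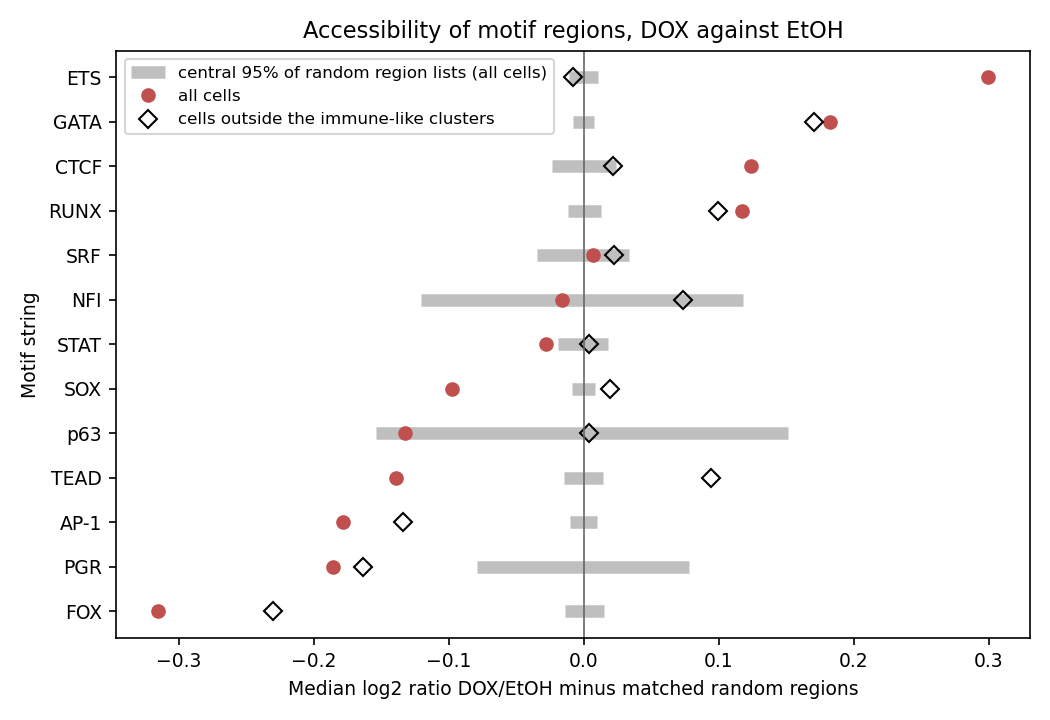
Median log2 ratio of DOX over EtOH in regions with each motif minus that of matched random regions, over all cells (red points) and over the cells outside the immune-like clusters (open diamonds), with the central 95% of random lists for all cells (grey bars). ETS moved from 0.30 to -0.0079, SOX from -0.098 to 0.020 and TEAD from -0.14 to 0.094, while GATA stayed at 0.18 and 0.17.

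Motif accessibility was also computed per cell, as the percentage by which the counts in motif regions departed from those expected of a cell of that depth. The median GATA deviation was 3.83% in DOX cells (quartiles -1.02 to 7.39%) and -5.55% in EtOH cells (-9.82 to 1.49%). The choice of background moved it most, and without background correction the medians were 2.03% and -6.91%. Outside the immune-like clusters the medians were 6.88% (4.93 to 8.75%) and -6.64% (-10.1 to 2.13%). In the immune-like clusters they were -1.19% (-2.15 to -0.141%) and -1.91% (-3.10 to -0.826%). In the hormone-sensing luminal-like clusters the median was 7.99% in DOX and 3.80% in EtOH, in the basal-like cluster 5.88% and 0.346%, and in the luminal progenitor-like cluster -4.91% and -9.49%. In all 8 clusters with at least 20 cells of both libraries the GATA median was higher in DOX, by 0.554 to 10.7 percentage points.

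The median ETS deviation was -7.81% in DOX cells (-12.2 to 35.9%) and -9.82% in EtOH cells (-13.0 to -6.86%). It was 36.8% and 38.9% in the immune-like clusters, and -11.6% and -10.3% outside them. The ETS median was higher in DOX in 4 of the same 8 clusters, with differences of -1.51 to 2.41 percentage points. For SOX the median over all cells was -2.15% in DOX and 7.17% in EtOH, and it was 9.19% and 9.05% outside the immune-like clusters. The SOX median was higher in DOX in 5 of the 8 clusters, with differences of -2.11 to 8.70 percentage points. DOX cells of the largest DOX cluster had a SOX median of 10.7%. It was 11.2% in DOX and 13.3% in EtOH for the luminal progenitor-like cluster. For the basal-like cluster it was 3.63% and 2.41%, and for the hormone-sensing luminal-like clusters -9.68% and -8.39%. Their GATA median of 6.86% lay instead near the basal-like and hormone-sensing luminal-like DOX medians, so these deviations leave the class of that cluster open.

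**Figure D3:**
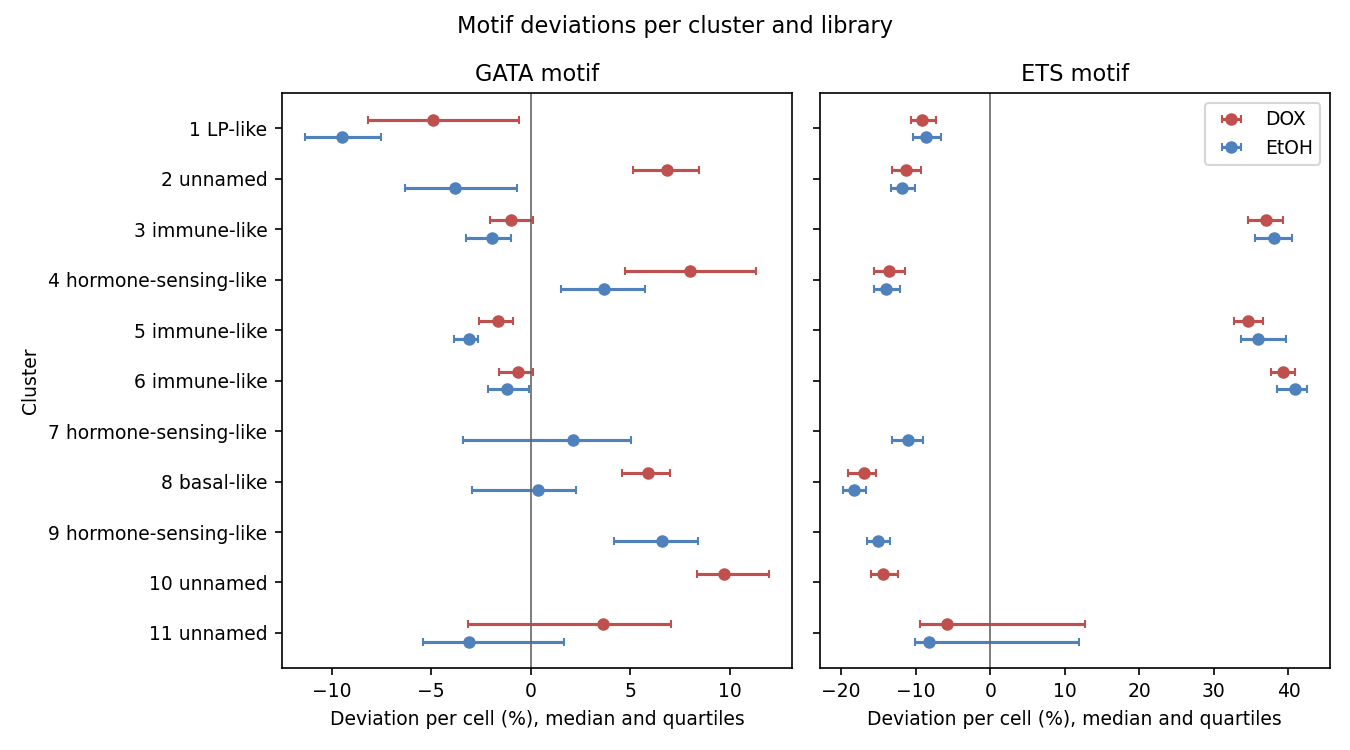
Deviation per cell (%) of GATA (left) and ETS (right) motif regions by cluster for DOX (red) and EtOH (blue), with points for medians and bars for quartiles over cells, drawn where a library had at least 20 cells. The GATA medians were higher in DOX in all 8 clusters with both libraries, and the ETS medians in 4 of them.

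Of the 27 genes fixed for comparison, 25 had a shared region within 1 kb of a TSS, and Krt5 and Arhgap26 had none. Beyond their counting intervals, 5 genes were higher and 13 lower in DOX, and 7 were within them. Scaling to the median ratio gave 9 higher and 11 lower, and the cells outside the immune-like clusters gave 11 higher and 3 lower. Over all cells, after Trps1, the higher genes were Krt14 (0.57, 0.44 to 0.71), Cd14 (0.49, 0.41 to 0.57), Klf6 (0.24, 0.18 to 0.29) and Rhoa (0.20, 0.15 to 0.25). At least 2-fold lower were Trp63 (-1.36, -1.79 to -0.94), with 134 counts in DOX and 324 in EtOH, and Kit (-1.0, -1.12 to -0.89). The other 11 lower genes lay between -0.54 (Myl9) and -0.13 (Esr1). They included Elf5 (-0.32, -0.42 to -0.22), Pgr (-0.42, -0.55 to -0.30), Krt8 (-0.49, -0.55 to -0.43), Ccn1 (-0.31, -0.40 to -0.23), Ccn2 (-0.23, -0.31 to -0.14) and Gata3 (-0.15, -0.21 to -0.096). Within their intervals were Sox4, Sox12, Actn1, Acta2, Areg, Tuba1c and Col1a1, the locus that carries the shRNA cassette (-0.068, -0.15 to 0.018). Scaling to the median ratio turned the ratios of Sox12, Acta2, Areg and Col1a1 from negative to positive.

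Over the cells outside the immune-like clusters, 6 genes that were lower over all cells were higher beyond their counting intervals. These were Ccn2 (0.34, 0.25 to 0.42), Sox5 (0.30, 0.17 to 0.43), Cald1 (0.29, 0.23 to 0.35), Arhgap28 (0.27, 0.21 to 0.33), Ccn1 (0.20, 0.12 to 0.29) and Pgr (0.16, 0.031 to 0.28). Elf5 moved to 0.10 (-0.0075 to 0.21), Krt8 to -0.028 (-0.090 to 0.033) and Cd14 to 0.032 (-0.070 to 0.13). Krt14 rose to 1.15 (1.02 to 1.29), while Kit stayed lower at -0.46 (-0.58 to -0.34) and Trp63 at -0.96 (-1.42 to -0.52). When all regions of the gene body were summed instead of the promoter, the Krt14 ratio was 0.023 and the Trp63 ratio -0.48.

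**Figure D4:**
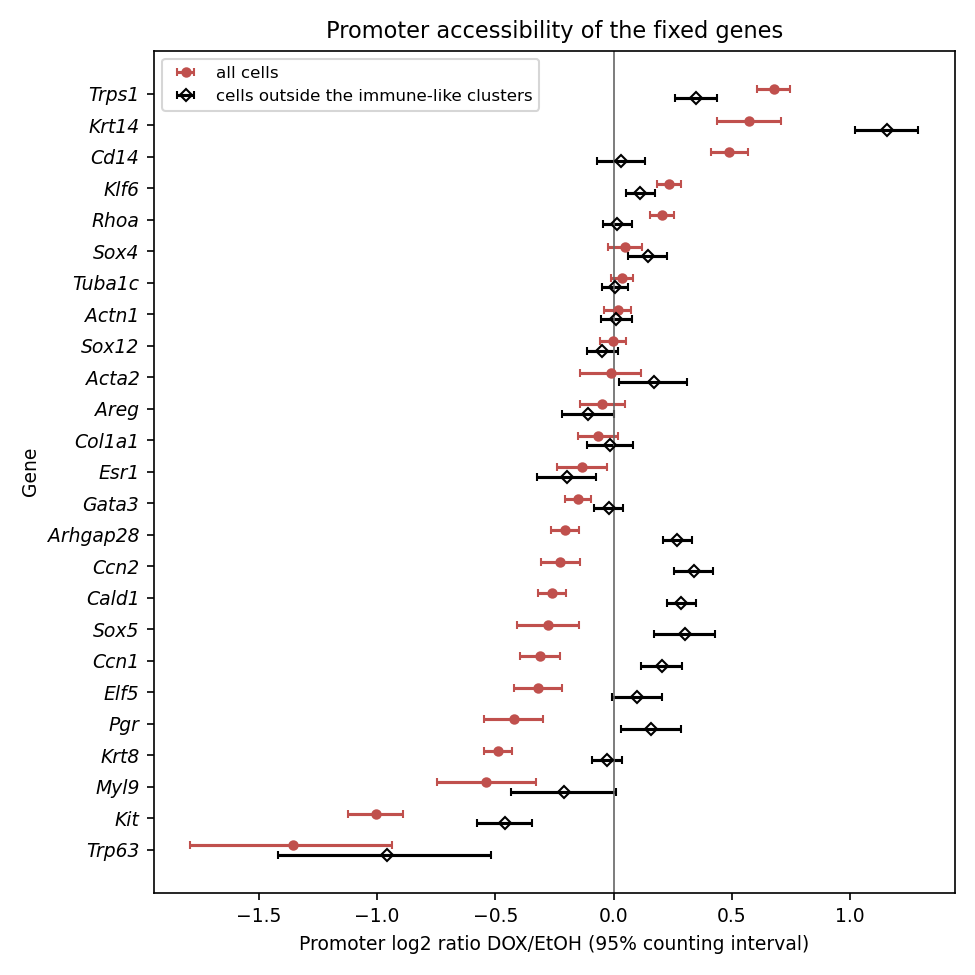
Promoter log2 ratio of DOX over EtOH for the 25 fixed genes with a shared region, over all cells (red points) and over the cells outside the immune-like clusters (open diamonds), with 95% counting intervals. Trps1 was at 0.68 and 0.35, and 6 genes that were lower over all cells were higher outside the immune-like clusters beyond both intervals.

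Gene lists were compared by the median promoter log2 ratio of their genes and by its percentile among random lists of genes with like promoter counts. These percentiles describe the 2 libraries and are not tests. The luminal progenitor list (198 genes) had a median of 0.076 against 0.11 for random lists, at percentile 0.32. The luminal mature list (294 genes) had a median of 0.11 against 0.12, at percentile 12.4. The actin-related TRPS1 target list (81 genes) had a median of 0.095 against 0.12, at percentile 1.93. The SRF/MRTF target list had a median of 0.041 against 0.11, at percentile 4.08, and the YAP target list 0.069 against 0.11, at percentile 20.2, with 20 genes in each. Leaving out the immune-like cells moved the lists to percentiles 92.2 (luminal progenitor), 91.5 (luminal mature), 56.3 (actin-related), 90.9 (SRF/MRTF) and 99.98 (YAP). The medians were then 0.034, 0.034, 0.033, 0.057 and 0.13 in the same order. Summing over the gene body turned the SRF/MRTF median to -0.097.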

Values the study reported

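The study reported that the cells of the scATAC-Seq experiment, done after 7 days of doxycycline, fell into 8 clusters, and that over 40,000 peaks gained or lost accessibility with TRPS1 depletion. It placed most doxycycline-treated cells in clusters 1, 2 and 7 and reported that they were missing from cluster 8, the one with Pgr motifs. From motif enrichment it assigned clusters 1 and 2 to luminal progenitors, by Elf5, and cluster 7 to Gata-positive cells. It described GATA motifs as more accessible with doxycycline in all clusters, SOX motifs as less accessible and ETS motifs as more accessible. Since Elf5 is of the ETS family, the study proposes that TRPS1 holds Elf5 activity down.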

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

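Of the tests in this part, the comparison of median counts per peak was chosen only after the result was seen. Peaks called in the DOX library without an overlapping EtOH peak lie outside the comparison of shared regions, so their counts are a signal in data that the comparison did not use. They held 5.34% of the DOX counts, and the peaks called in EtOH alone held 5.17% of the EtOH counts, so the 2 libraries had nearly the same share of counts outside the comparison. Immune-like cells supplied 68.7% of the DOX counts in these peaks, against 38.8% of the DOX counts in shared regions. In EtOH they supplied 2.26% of the counts in peaks without a DOX counterpart and 6.88% in shared regions. The larger number of immune-like cells in DOX may therefore account for part of these peaks, since more cells of a kind let more of its regions pass the peak caller. The peaks also held a median of 180 counts against 512 for DOX peaks with a counterpart, and 154 against 496 in EtOH, so many of them may lie near the calling threshold in either library. No table here parts these explanations from a biological gain of regions after induction of the shRNA, which stays open and was not tested, because each group has 1 library.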

How the results depend on the processing

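The alternatives that leave out the immune-like cells and the separate clustering of each library were chosen after the data were seen, and the others before. The numbers of peaks called in 1 library stayed within 1.5 times under both alternatives tried, and so did the numbers of regions at least 2-fold higher or lower under 8 of the 9 alternatives, which gave 20047 to 25288 higher and 17105 to 26915 lower regions. Without immune-like cells they were 9059 and 14234, and the share of higher regions among those apart fell from 49.3% to 38.9%. The sums then hold other cells, and which of the cells left out moved which regions was not tested.

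Among list medians, the main motif values and deviations over all cells, alternatives left 39 values within their random or counting range and moved 41 beyond it, 39 of these with the sign kept, while 2 values that had been outside their range turned to the opposite sign. For single genes, named regions, the other motifs and deviations by class the numbers were 204, 124 (118 with the sign kept) and 11. Scaling to the counts in all peaks moved 0 values. The cause of the moves given next was not tested, except where the construction of the alternative shows it.

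Scaling to the median ratio adds the same amount to every ratio and gave list medians of 0.20 (luminal progenitor), 0.23 (luminal mature), 0.22 (actin-related), 0.17 (SRF/MRTF) and 0.20 (YAP). Gene bodies in place of promoters gave 0.031 for the luminal progenitor, 0.049 for the luminal mature and -0.097 for the SRF/MRTF list, the last with the opposite sign; the cause was not tested. Within the luminal progenitor-like cluster, which has 60 DOX cells, the medians were 0.026, 0.085, 0.011, 0.15 and 0.22 in the order given first. Outside the immune-like clusters they were 0.034 for the luminal progenitor, 0.034 for the luminal mature and 0.033 for the actin-related list.

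Motifs counted anywhere in a region gave 0.12 for GATA, 0.21 for ETS, -0.063 for SOX and -0.072 for PGR. This includes strings far from the centre of a region, but whether that diluted the values was not tested. A minimum of 500 counts gave 0.21 for GATA, 0.31 for ETS and -0.12 for SOX. Cells of middle depth gave 0.19, 0.34 and -0.12. For ETS, regions over 1 kb from every TSS gave 0.36 and matching on GC content alone 0.31. Their cause was not tested. Equal numbers of cells per cluster, 488 per library from 5 clusters, set the mix of these clusters equal by construction and gave 0.087 for GATA, 0.032 for ETS, -0.027 for SOX, -0.042 for PGR and 0.047 for p63. TEAD turned from -0.14 to 0.0034 and STAT from -0.028 to 0.011. Without immune-like cells GATA was 0.17, while ETS turned to -0.0079, SOX to 0.020, TEAD to 0.094 and STAT to 0.0035, each with the sign opposite to that over all cells.

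For single promoters, 7 genes that were lower over all cells beyond their counting intervals turned positive without immune-like cells: Elf5 (0.10), Pgr (0.16), Sox5 (0.30), Arhgap28 (0.27), Cald1 (0.29), Ccn1 (0.20) and Ccn2 (0.34). Which of the cells left out had lowered them was not tested.

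Without background correction the median GATA deviation was 2.03% in DOX and -6.91% in EtOH. Binarised counts gave -4.82% for GATA and -9.63% for ETS in EtOH. Thinned cells gave -5.03% for GATA in EtOH, and for ETS -8.73% in DOX and -11.3% in EtOH. Each median stayed higher in DOX than in EtOH; the cause was not tested.

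The DOX share of hormone-sensing luminal-like cells was 10.7% at a resolution of 1, 9.08% with components 2 to 15, 5.14% with clustering on motif deviations, 8.81% without the highest doublet scores, 8.76% in thinned cells and 8.92% with each library clustered on its own. The EtOH share was 28.5% at a resolution of 1 and 27.5% with each library on its own. It stayed the higher one under these alternatives, all of which used the same naming thresholds. The unnamed clusters of 1335 and 155 DOX cells had hormone-sensing luminal as their highest list, with medians of 0.36 and 0.41. They missed only the required lead over the next list, so this order may depend on the naming thresholds. The basal-like DOX share was 9.28% at a resolution of 1, 3.87% with motif deviations and 0.261% with the library on its own, and its order against EtOH is open. Such a share may depend on which clusters pass the naming thresholds, but this was not tested. The immune-like DOX share was 43.7% in thinned cells and 41.3 to 42.1% under the other alternatives, against 8.96 to 9.33% in EtOH.

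Depth limits the promoter of Trp63, with 134 and 324 counts, and the values of the smaller classes. Deviations in the luminal progenitor-like and basal-like clusters rest on 60 and 79 DOX cells. No alternative addresses the lack of replicates.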

Other observations

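The tests of joint clustering, doublets, depth and nuclei loss for the immune-like share (the settings for doublets and depth had been planned as alternatives, their use as tests had not), of luminal progenitor markers, of the ETS, GATA, SOX and TEAD values outside the immune-like clusters, of the GATA deviation in immune-like and other cells and of the largest EtOH cluster were chosen only after the result was seen.

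The cells here fell into 13 clusters. That is more than the number quoted from the study above, and clusters here were rebuilt from regions and not from motif deviations. Clustering on the motif deviations computed here gave 7 clusters instead.

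Immune-like cells were 41.5% of the DOX and 8.96% of the EtOH library. With each library clustered on its own the DOX share was 41.3% (EtOH 9.15%), without the highest doublet scores it was 42.1% (9.33%), and with every cell thinned to 1 depth it was 43.7% (9.04%). These values argue against joint clustering and depth as the source of the difference. Leaving out 5% of the cells could not have brought the DOX share down to that of EtOH, so this setting does not test doublets. DOX held 4.58 times as many immune-like cells as EtOH. Since a fixed number of nuclei was loaded, a loss of epithelial nuclei and a gain of immune-like nuclei cannot be told apart from this ratio, and doxycycline itself and TRPS1 depletion both stay open. The study describes the organoids of both treatments as matched, with equal numbers of cells from each animal in both samples. This design is meant to exclude differences between the preparations, but no value here tests it. Differences in the handling of each library stay open too.

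A candidate source of these clusters is macrophages. Of 5 lists of immune marker genes written before the test, the macrophage list had the highest median log2 fold against all other cells, at 1.87 with 8 of 8 genes above 0. Some genes of the other lists had no counts in any cell. Over the genes with counts, a restriction chosen after the result was seen, the median was 0.69 for neutrophils (6 of 8 genes), 0.37 for T cells (6 of 7) and -0.44 for B cells (4 of 6), while the mast cell list kept 2 of 5 genes, too few for a comparison. Single genes of these lists were higher too, among them Cd3d (2.48), Csf3r (1.92), Cd4 (1.73) and Ms4a1 (1.64). The macrophage genes with the most counts in these clusters were Cx3cr1 (435 CPM, 282 CPM in other cells), Mertk (139 and 94.95) and Cd68 (76.3 and 19.8), and the steepest were C1qb (60.4 and 0.663) and C1qa (36.8 and 0.732). No gene of this list (0 of 8) is in another list used here, and how many of them mammary epithelium also opens was not tested. The fixed luminal progenitor markers, 8 of 8 of which are also in the luminal progenitor list of the study, had a median of -0.91. This argues against luminal progenitor cells as the source, although Cd14, Ltf and Trf were higher in these clusters. Which of the study's clusters held these cells, among them those it assigned to luminal progenitors, was not tested.

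The ETS difference between the libraries may follow from this change in the cell mix. It was 0.30 over all cells and -0.0079 outside the immune-like clusters. Summed counts of immune-like and other EtOH cells, reweighted to the immune-like share of DOX, gave 0.36 against all EtOH cells. No DOX cell and no random draw entered this sum. Regions with GAGGAAGT, the form of the site that the myeloid factor SPI1 is known for, differed by 0.67, and regions with CCGGAAGT, a form shared by most ETS factors, by 0.069. With every cell thinned to 1 depth the ETS value was 0.35, which argues against depth. The median ETS deviation was higher in DOX in 4 of the 8 clusters with at least 20 cells of both libraries. None of the 4 was immune-like. They were the largest DOX (-11.3% against -11.8% in EtOH) and the basal-like cluster (-17.0% against -18.2%). The others were the low-depth (-5.84% against -8.25%) and a hormone-sensing luminal-like cluster (-13.6% against -13.9%). The luminal progenitor-like and the immune-like clusters were lower in DOX. Without background correction the luminal progenitor-like cluster was higher in DOX (-8.29% against -8.47%) and the hormone-sensing luminal-like one lower (-15.3% against -15.2%). Binarised counts turned the hormone-sensing luminal-like and the low-depth cluster lower in DOX. The largest DOX cluster, with only 20 EtOH cells, and the basal-like cluster stayed higher in every setting, and the immune-like clusters stayed lower. A small ETS gain within some other clusters therefore stays open. A gain of ELF5 activity in a small set of cells is not excluded by these values, and the promoter of Elf5 was at 0.10 (-0.0075 to 0.21) outside the immune-like clusters.

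The lower SOX and TEAD values may have the same source. Outside the immune-like clusters SOX was at 0.020 and TEAD at 0.094, against -0.098 and -0.14 over all cells. The reweighted EtOH counts gave -0.086 for SOX and -0.11 for TEAD. The same reweighting gave 17563 regions at least 2-fold higher, so the cell mix can raise regions past 2-fold. It cannot lower a region that far by design, because most of the weight stays on cells outside the immune-like clusters. Without immune-like cells the regions at least 2-fold lower in DOX fell from 23368 to 14234. Outside the immune-like clusters the YAP target list reached percentile 99.98 of random lists with a median of 0.13, and Ccn1 and Ccn2 turned from lower to higher. More open YAP/TEAD sites in the remaining DOX cells are a hypothesis from these values, found and tested on the same libraries. It compares clusters that hardly share cells of both libraries. With equal numbers of cells per cluster TEAD was at 0.0034, so a TEAD gain was not seen with a matched mix. Those cells include immune-like ones, so this value does not isolate the remaining cells.

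The higher GATA value did not follow the share of immune-like cells. It was 0.17 outside the immune-like clusters, and EtOH counts reweighted to the DOX share of immune-like cells gave -0.0094. A technical shift that affects all cells of a library alike would reach immune-like cells too. There the median GATA deviation differed by 0.720 percentage points, against 13.5 percentage points in all other cells, a value that also holds the different spread of these cells over the clusters. Within single clusters it differed by 4.58 (luminal progenitor-like), 4.32 (hormone-sensing luminal-like) and 5.54 (basal-like) percentage points. The difference was 10.7 percentage points in the largest DOX cluster. Without background correction it was 2.98 percentage points in the immune-like cells and 13.7 in all other cells. Within single clusters it was then 2.87 (luminal progenitor-like), 2.46 (hormone-sensing luminal-like), 5.53 (basal-like) and 9.47 (largest DOX cluster). In the low-depth cluster it was then 2.11, against 6.71 with background correction. In the single immune-like clusters it was then 3.97, 1.98 and 1.72, against 0.973, 1.47 and 0.554 with background correction. With background correction, the smaller differences in the immune-like clusters argue against such a shift as the whole source. Without it, immune-like and other clusters overlapped, and only the basal-like and largest DOX clusters lay above every immune-like cluster. A part that all cells share therefore stays open. Restriction to regions with a peak in both libraries did not create the difference. Regions with a peak in DOX alone held the GATA string in 46.0% of cases (45.5 to 46.4%), those with a peak in EtOH alone in 37.0% (36.6 to 37.4%) and shared regions in 34.5% (34.3 to 34.7%). Since 0 libraries with doxycycline and a neutral shRNA were analysed, TRPS1 depletion and doxycycline itself cannot be told apart here. A difference in the mice behind each library is argued against by the study's methods. They describe matched organoids and samples that each mixed equal numbers of cells from every animal, which no value here tests. With equal numbers of cells per cluster the value was 0.087. Of these 488 cells per library, 166 and 80 came from immune-like clusters, where the GATA difference was small. The largest DOX cluster, with the largest difference, was left out because it held only 20 EtOH cells. The lower value therefore cannot tell whether part of the 0.18 over all cells comes from how cells were spread over the clusters.

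Outside the immune-like clusters most clusters were held by 1 library. With 278 immune-like cells per library, 2.54% of regions were at least 2-fold apart (0.202% from counting error), against 12.4% (0.311%) with 278 other cells per library. Over 20 draws of these cells the percentages ranged from 2.49 to 2.94% and from 12.3 to 15.03%. Within single clusters that hold cells of both libraries, with 79 cells per library, the percentage was 1.70% in an immune-like, 2.62% in a hormone-sensing luminal-like and 5.25% in the basal-like cluster, so the gap was smaller there, but cells that cluster together are alike by the clustering itself. The values with 278 cells argue against a technical shift that affects all cells of a library alike as the whole cause, and a technical effect on some kinds of cells alone was not tested. The luminal progenitor-like cluster had 3.55% of its cells from DOX. With so few cells of the other library, a change in the mix of epithelial cell types and a change of state within a type cannot be told apart.

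The Trps1 promoter was more accessible in DOX, at 0.68. It was 0.35 (0.26 to 0.44) outside the immune-like clusters and 0.78 (0.65 to 0.92) with every cell thinned to 1 depth. These values argue against the immune-like share as the whole source and against depth. A response of the gene to the loss of its product, doxycycline and the mix of epithelial cells stay open and were not tested.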
